# Convergent Transcription Induces Dynamic DNA Methylation at *disiRNA* Loci

**DOI:** 10.1371/journal.pgen.1003761

**Published:** 2013-09-05

**Authors:** Yunkun Dang, Liande Li, Wei Guo, Zhihong Xue, Yi Liu

## Abstract

Cytosine methylation of DNA is an important epigenetic gene silencing mechanism in plants, fungi, and animals. In the filamentous fungus *Neurospora crassa*, nearly all known DNA methylations occur in transposon relics and repetitive sequences, and DNA methylation does not depend on the canonical RNAi pathway. disiRNAs are Dicer-independent small non-coding RNAs that arise from gene-rich part of the *Neurospora* genome. Here we describe a new type of DNA methylation that is associated with the *disiRNA* loci. Unlike the known DNA methylation in *Neurospora*, *disiRNA* loci DNA methylation (DLDM) is highly dynamic and is regulated by an on/off mechanism. Some disiRNA production appears to rely on pol II directed transcription. Importantly, DLDM is triggered by convergent transcription and enriched in promoter regions. Together, our results establish a new mechanism that triggers DNA methylation.

## Author Summary

DNA methylation in eukayrotes refers to the modification of cytidines at 5^th^ position with methyl group (5mC). Though absent in some species, DNA methylation is conserved across fungi, plants and animals and plays a critical role in X chromosome inactivation, genomic imprinting, transposon silencing etc. In addition, DNA methylation also occurs at the promoter sequence to regulate gene expression. Filamentous fungus *Neurospora crassa* has a well-known mechanism of DNA methylation for genomic defense. During sexual stage repetitive sequences (e.g. transposons) are recognized and point mutations are introduced. During vegetative stage these mutations serve as signals for establishing static DNA methylation to silence all copies of the sequences. In this study, we report a new type of DNA methylation in *Neurospora*. It is tightly linked to a type of non-coding small RNA termed dicer-independent siRNA (disiRNA) and therefore was termed *disiRNA* loci DNA methylation (DLDM). DLDM is dynamic regulated and shows an on/off pattern, i.e. most alleles contain no 5mC but some are densely methylated. Interestingly, DLDM can be triggered by convergent transcription and is accumulated at promoter regions. In summary, our findings demonstrate a new type of dynamic DNA methylation.

## Introduction

DNA methylation at the 5th position of cytosine to form 5-methylcytosine (5mC) is an important epigenetic gene silencing mechanism conserved from plants, fungi to animals [1], [2]. Even though most of the DNA methylation is relatively stable, dynamic DNA methylation has been observed during specific stages of animal development [3]. DNA methylation occurs in three different nucleotide sequence contexts: CG, CHG, and CHH (where H is C, A, or T). Small non-coding RNAs have been shown to be involved in the establishment and maintenance of heterochromatin formation in different organisms. In the fission yeast *Schizosaccharomyces pombe*, small RNAs and the RNAi pathway mediate histone H3 lysine-9 methylation at the centromeric regions [4]–[6]. In plants, the asymmetrical CHH methylation is maintained by *de novo* DNA methylation mediated by 24-nt small interfering RNAs (siRNAs) [review in 7], [8]. In mammalian germ cells, the Dicer-independent Piwi-interacting RNAs (piRNAs) are thought to be involved in DNA methylation [9], [10].

In the filamentous fungus *Neurospora crassa*, about 2% of cytosines in the genome are methylated [11]. Nearly all of the known methylation sites are within transposon relics of repeat-induced point mutation (RIP) and the repetitive ribosomal DNA locus [11]–[13]. RIP is a genome defense mechanism that results in mutation and methylation of duplicated DNA sequences during the sexual cycle [11], [14]. All previously known *Neurospora* DNA methylation is dependent on the histone methyltransferase, DIM-5, which meditates trimethylation of histone H3 at the lysine9 (H3K9me3) [15], [16]. Heterochromatin protein 1 (HP1) recognizes H3K9me3 and recruits DIM-2, the only confirmed DNA methyltransferase in *Neurospora*, to methylate DNA [17]–[19]. For the natural RIP'd sequences, DNA methylation is more or less stable and is generally not required for the maintenance of H3K9 methylation [12]. In addition, the known DNA methylation events are not dependent on the canonical RNAi pathway [20].

*Neurospora* produces many types of small RNAs, including microRNAs, siRNAs, QDE-2 interacting RNA (qiRNAs), and dicer-independent siRNAs (disiRNAs), through diverse small RNA biogenesis pathways [reviewed in 21]. disiRNAs are a distinct class of small RNAs as they symmetrically are mapped to both strands of DNA and their production is independent of the known canonical RNAi components, including Dicer [22]. The *disiRNA* loci range from a few hundred base pairs to more than 10 kilobases in size and are located in gene-rich regions of the genome. The function of disiRNA is unknown.

In this study we identified a new mechanism of DNA methylation that is associated with *disiRNA* loci. Our results showed that this type of DNA methylation, which we call *disiRNA* loci DNA methylation (DLDM), is very different from the previously known DNA methylation in *Neurospora*. DLDM is highly dynamic, depends on transcription at *disiRNA* loci, and is triggered by convergent transcription in some loci.

## Results

### DNA methylation at the disiRNA loci

DNA methylation is an important regulatory mechanism of transcription silencing. Therefore, we examined whether in *Neurospora* the *disiRNA* loci are associated with DNA methylation using the methylation-sensitive restriction enzyme-based PCR (MSP) assays [23]. The *Neurospora* genomic DNA from a wild-type strain was digested with the isoschizomers *Dpn*II or *Bfu*CI. Both enzymes digest unmethylated GATC sites, but only *Dpn*II can cut at sites when C is methylated. Primer sets were then used for semi-quantitative and quantitative PCR (qPCR). As shown in Figure 1A, a non-*disiRNA* locus (NCU06312) was not methylated, as indicated by the lack of PCR amplification product after digestion by *Bfu*CI, whereas a PCR product was readily detected for the *ζ-η* region, a relic of RIP that forms constitutive heterochromatin and was previously shown to carry DNA methylation [14], [24]. For the 9 selected *disiRNA* loci with high level of disiRNA and with size larger than 5 kb, PCR products were detected in all samples after *Bfu*CI digestion, indicating that these *disiRNA* loci are methylated. From quantitative PCR (qPCR) analyses, we estimated that percentages of methylation at the *Dpn*II sites in these loci ranged from ∼3.5% to 28.8%, levels much lower than that of the *ζ-η* region (58.4%).

**Figure 1:**
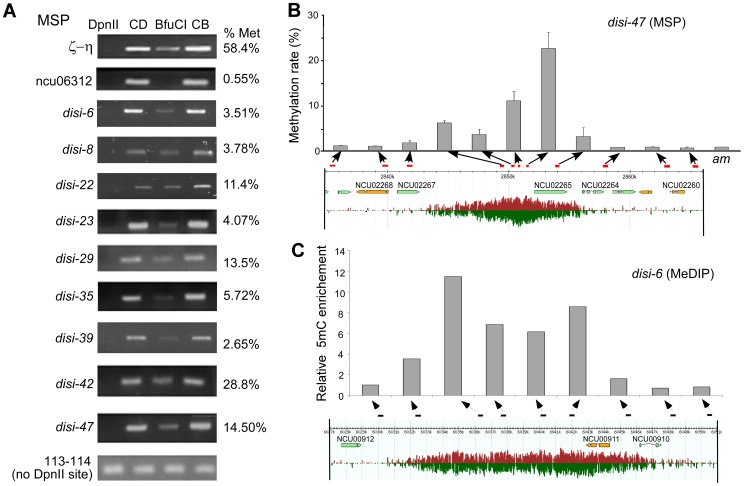
*disiRNA* loci are methylated. (A) Methylation-specific PCR (MSP) analyses using *Dpn*II or *Bfu*CI showing that *disiRNA* loci are methylated. CD and CB are samples that were only treated with either *Dpn*II or *Bfu*CI restriction digestion buffer, respectively. *ζ-η* and *ncu06312* gene regions were used as positive (methylated) and negative (unmethylated) controls, respectively. Primer pair 113–114 covers a region without DpnII/BfuCI recognition sites. Agarose gel images show the results of semi-quantitaive PCR analyses. The estimated percentages of methylation (right) for these loci were determined by qPCR. (B) Correlation between DNA methylation level (upper panel) and disiRNA expression profile (low panel) spanning the *disi-47* locus as determined by MSP using qPCR. The *am* locus served as a negative control. (C) Correlation between DNA methylation level and disiRNA expression profile at the *disi-6* locus determined by MeDIP. Arrows indicate the locations of primer pairs (see Figure S1 and Table S1 for primer information).

We then applied qPCR to MSP to further determine the DNA methylation profile in *disi-47*, *disi-6*, and *disi-29* loci, which are three large loci with high levels of disiRNAs (Figure S1). The DNA methylation profiles at these loci are correlated with disiRNA profiles: DNA methylation peaked at regions of peaked disiRNA expression, and there was little or no DNA methylation outside of the *disiRNA* loci (Figure 1B and Figure S2).

Since the MSP results only reflect the methylation status of cytosines within the cleaved GATC sites, the detected methylation levels might be biased. To exclude this possibility, we performed methylated DNA immunoprecipitation (MeDIP) to detect DNA methylation based on 5mC density in *disiRNA* loci. For 13 loci (disi-6, 8, 22, 23, 29, 34, 35, 39, 42, 47–50) with relatively high disiRNA level and with size larger than 5 kb, all of them harbor DNA methylation (data not shown). We further analyzed *disi-6, disi-29* and *disi-47* loci with more primer sets for better resolution. As expected, the levels of DNA methylation were high in regions of high disiRNA expression and were low or absent outside of the disiRNA loci (Figure 1C and Figure S3). In constrast, no DNA methylation was detected at two negative control loci *al-1* and *NCU06312*.

Since the previously known DNA methylation in *Neurospora* is located in regions derived from RIP, we calculated the RIP indices of the methylated *disiRNA* loci [25]. We observed no significant difference in RIP indices between that of the whole genome (1.11±0.33) and all of the 50 identified *disiRNA* loci (1.13±0.32). Moreover, for each *disi-6*, *disi-29* and *disi-47* loci, the lowest RIP indices are well above the threshold (0.7) for RIP-induced DNA methylation [25] (Figure S4). These data suggest that the DNA methylation in these *disiRNA* loci is not a result of RIP. 

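The reference bases that small RNA reads of the wc-2KO library cover were used to compute the same index, CpA and TpG over ApC and GpT, in windows of 500 bp sliding every 100 bp in which at least 80% of the dinucleotides were recovered. disi-6 had 65 such windows with a mean of 1.19 ± 0.166 (SD over overlapping windows), and its lowest window was 0.727. At disi-29 and disi-47 only 30.4% and 25.3% of the bases were recovered and no window qualified. Over all their recovered dinucleotides the index was 1.07 for disi-29 (405 against 377) and 1.18 for disi-47 (201 against 171). Among the 14 located disiRNA loci, 263 windows qualified, none from disi-9, disi-12, disi-29, disi-47 or disi-48, with a mean of 1.19 ± 0.238. The 1548 windows that qualified on the 7 chromosomes had a mean of 1.11 ± 0.293. The lowest window among the located loci was 0.237, at disi-42, which lies at an end of chromosome VII. It was below the paper's threshold of 0.7, as was the lowest window of disi-23 (0.638), while that of disi-6 was just above it. The regions of disi-42 and disi-23 are an amplicon with 2500 bp on either side, cut at the chromosome end. Their lowest windows may therefore lie outside the disiRNA locus. In its text the paper set only disi-6, disi-29 and disi-47 against the threshold. Windows qualify by their small RNA coverage, so they are not a random sample of the genome.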

We therefore named this type of DNA methylation DLDM (disiRNA loci DNA methylation) to distinguish it from the RIP-induced DNA methylation.

### The on/off methylation pattern of DLDM

To determine the nature of DLDM, we performed bisulfite sequencing of selected genomic regions. As controls, we first sequenced the *ζ-η* region, a relic of RIP process and the *am* locus, which was previously shown to be unmethylated [26]. As expected, every clone of the DNA at the *ζ-η* region was methylated to various degrees at both symmetric and non-symmetric cytosine sites with an average methylation frequency of 36% (Figure 2A), similar to the estimated frequency (42%) determined in the MSP assay. In contrast, the genomic DNA was unmethylated at the *am* locus. In our experiment, 99.5% of all cytosines were converted to uracils. This percentage was similar to the conversion rate (99.8%) of an unmethylated PCR fragment after the bisulfite treatment, indicating that our bisulfite conversion was complete (data not shown). To our surprise, bisulfite sequencing of the *disiRNA* regions with peak DNA methylation revealed that vast majority of the clones were not methylated, as indicated by the nearly 100% conversion of all cytidines into uracils. For a few of the *disiRNA* loci clones, however, almost all cytosines were maintained after the bisulfite treatment (data not shown).

**Figure 2:**
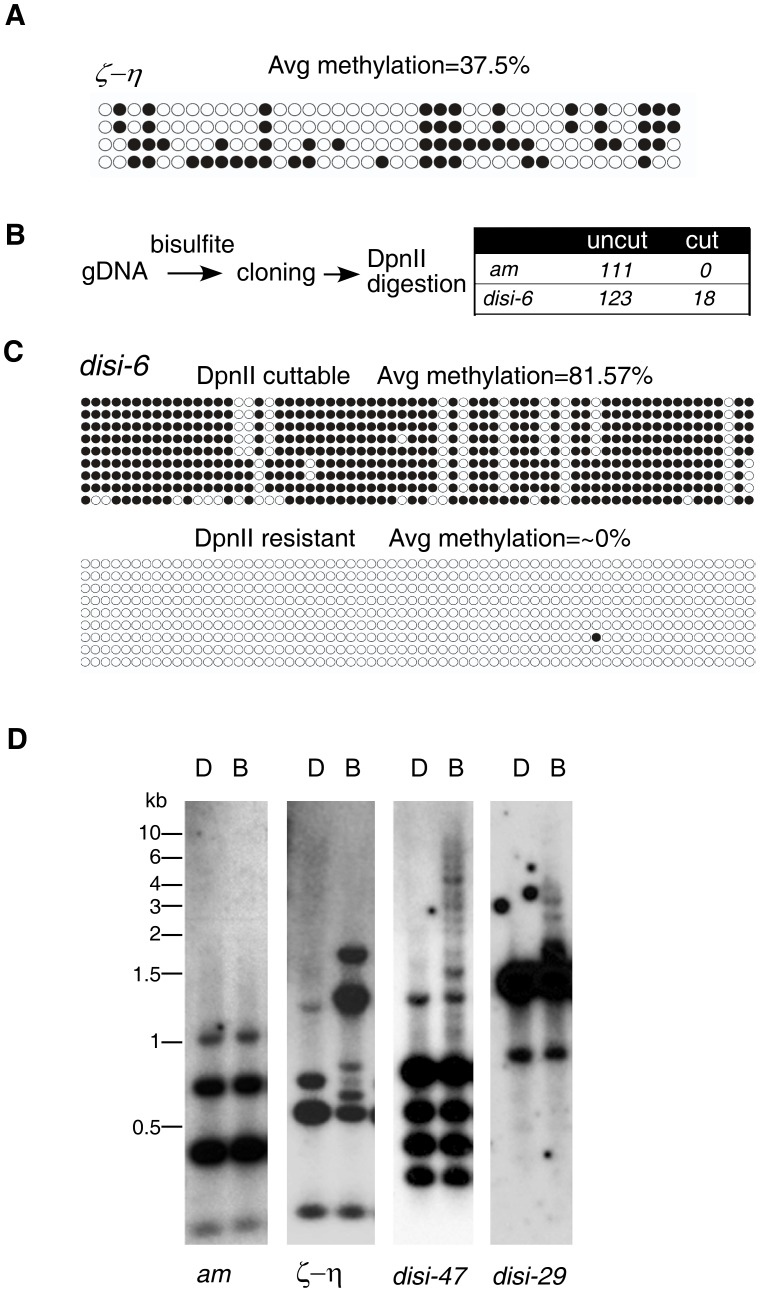
*disiRNA* loci have an on/off pattern of DNA methylation. (A) Bisulfite sequencing result of the *ζ-η* locus reveals significant methylation in all DNA clones examined. Each row of circles represents the number of cytosines in one subcloned *ζ-η* fragment. Opened and filled circles indicate unmethylated and methylated cytosines, respectively. (B) Strategy for detecting methylation in *disi-6* locus (strategy 1, Materials and Methods). The lack of cleavage by *Dpn*II indicates no methylation at the GATC recognition site of the original sequence, whereas the cleavage by *Dpn*II indicates that the DNA sequence contained 5mC. (C) 9 clones from “cut” and “uncut” populations were subject to sequencing. DNA methylation profiles were shown. (D) Southern blot analyses of *disi-29* and *disi-47* loci. The *am* and *ζ-η* loci were as the negative and positive control, respectively.

To rule out the possibility that these highly methylated clones were due to incomplete bisulfite conversion, we first treated the genomic DNA with bisulfite, then performed PCR and subcloned the fragments of either the *disi-6* or the *am* locus into plasmids. PCR was then performed by using the plasmids as templates, and the resulting PCR products were subjected to *Dpn*II digestion, which can only digest the PCR products if GATC site remains intact after bisulfite conversion due to the protection of 5mC (Figure 2B). As expected, all 111 clones of DNA from the *am* locus examined were resistant to the *Dpn*II digestion, indicating that the bisulfite treatment of the genomic DNA was complete. For the *disi-6* locus, however, 18 out of 123 DNA clones were cleaved by *Dpn*II. Sequencing of the *Dpn*II digestible (“cut”) and resistant (“noncut”) clones of *disi-6* locus showed that in all “noncut” clones nearly 100% of cytosines were converted to uracils, indicating that the initial genomic DNA carried no 5mC (Figure 2C). In contrast, most of the cytosines in the *Dpn*II digestible clones were methylated. Similar results were obtained from the *disi-47* and *disi-29* loci (Figure S5). Since *Neurospora* is haploid, these results indicate that the DNA methylation at *disiRNA* loci is actively regulated and is either on or off within each nucleus: *disiRNA* loci are either not methylated or are heavily methylated once DNA methylation process is switched on.

To confirm this finding, we used Southern blot analysis to visualize DNA methylation at several *disiRNA* loci. As shown in Figure 2D, both *Dpn*II and *Bfu*CI resulted in the same digestion pattern of the *am* locus, consistent with the lack of DNA methylation. For the *ζ-η* region, the *Bfu*CI digestion resulted in the disappearance of one DNA fragment and the appearance of several additional higher molecular weight DNA fragments, consistent with all DNA molecules from this locus being methylated to some degree. The largest DNA fragment from *Bfu*CI digestion was less than 2 kilobases (kb), indicating that methylation in the *ζ-η* region is limited to a small region. For the *disi-47* and *disi-29* loci, however, *Bfu*CI digestion did not significantly change the levels or the relative ratios of the *Dpn*II-digested bands, suggesting that most of the DNA lack methylation. We did observe, however, a ladder of high molecular weight (up to 8–10 kb) DNA fragments in the *Bfu*CI-digested DNA, indicating that when methylated, the DNA at the *disiRNA* loci are heavily methylated across a large DNA region. Taken together, these results suggest that DLDM is highly dynamic and is regulated differently from the known DNA methylation events within relics of RIP in *Neurospora*.

### Methylation of H3K9 at the disiRNA loci is dependent on DIM-2

The histone modification of H3K9me3 is mediated by the H3K9 methyltransferase DIM-5. This enzyme is essential for DNA methylation at relics of RIP, but H3K9 methylation at these loci is generally maintained in the absence of DNA methylation [12], [27]. To determine whether DLDM is mediated by H3K9me3 modification, we performed H3K9me3 chromatin immunoprecipitaton (ChIP) assays. Our results showed that the *disiRNA* loci are enriched by histones containing the H3K9me3 mark (Figure 3 and S6). However, in contrast to the *ζ-η* locus, in which the levels of H3K9me3 were not affected by the deletion of *dim-2^KO^*, the levels of H3K9me3 at the *disi-47, -6 and -29* loci decreased dramatically in the *dim-2^KO^* mutant. These results indicate that DLDM requires DIM-2 for the maintenance of H3K9me3 at the *disiRNA* loci.

**Figure 3:**
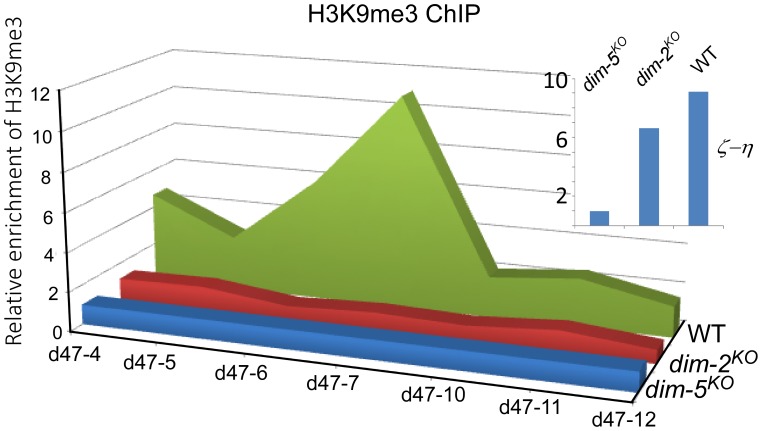
Histone H3K9me3 modification in the *disiRNA* loci is dependent on DIM-2. The distribution of the H3K9me3 modification in wild type, *dim-2^KO^* and *dim-5^KO^* mutants at the *disi-47* locus was determined by ChIP using an H3K9me3 antibody. Relative enrichment of DNA was calculated by normalizing with the relative DNA binding levels of the *dim-5^KO^* mutant. The insert panel shows H3K9me3 ChIP assay results at the *ζ-η* region in the indicated strains.

### DLDM is linked with convergent transcription and disiRNA

As *disiRNA* loci are gene rich, we examined whether transcription was important for disiRNA and DLDM. Our previous EST analyses showed that at least some *disiRNA* loci harbor fully or partially overlapped antisense transcripts, suggesting that convergent transcription might be a trigger of disiRNA production and/or DLDM [22]. We chose *disi-47* locus to test this hypothesis since it harbors the well-studied circadian clock gene *frequency* (*frq, NCU02265*), which is known to produce the sense *frq* transcript and an overlapping antisense transcript *qrf* [28], [29]. The *frq* gene encodes a core component of the *Neurospora* circadian clock. MeDIP and MSP assays showed that the promoter region of the *frq* gene was methylated; however, only low levels of DNA methylation were detected in the *frq* coding region (Figure S3).

The transcription of both *frq* and *qrf* is activated by light in a process that mediated by the WHITE COLLAR (WC) complex, which consists of two PAS domain-containing transcription factors WC-1 and WC-2 [29]. Previous studies showed that the expression of both *frq* and *qrf* are high in constant light (LL) and are low in constant darkness (DD) [28]. Our qRT-PCR assays also confirmed that the level of *frq* mRNA was significant higher in LL than in DD (Figures 4A). Importantly, our mRNA deep sequencing [30] and RT-qPCR assays also demonstrated the existence of light-dependent expression of transcripts from the promoter region of *frq* (Figure 4B and S7), where disiRNA level is high. In a *wc-2^KO^* mutant, *frq* mRNA and the transcripts originating from the promoter region were both abolished, indicating that, like *frq* mRNA, the promoter-specific transcription requires WC-2. MeDIP assays showed that the level of DNA methylation in the promoter of *frq* was significantly higher in LL than that in DD in the wild-type strain and was completely abolished in the *wc-2^KO^* mutant (Figure 4C). Together, these results suggest that DNA methylation at the *frq* promoter is dependent on WC-2-mediated transcription and that transcription at promoter region may be necessary for the DNA methylation process and disiRNA production. Similarly, divergent promoter transcripts are also clearly seen in other disiRNA loci such as *disi-29* (Figure S7), suggesting that this architecture of transcription might be the reason of DLDM.

**Figure 4:**
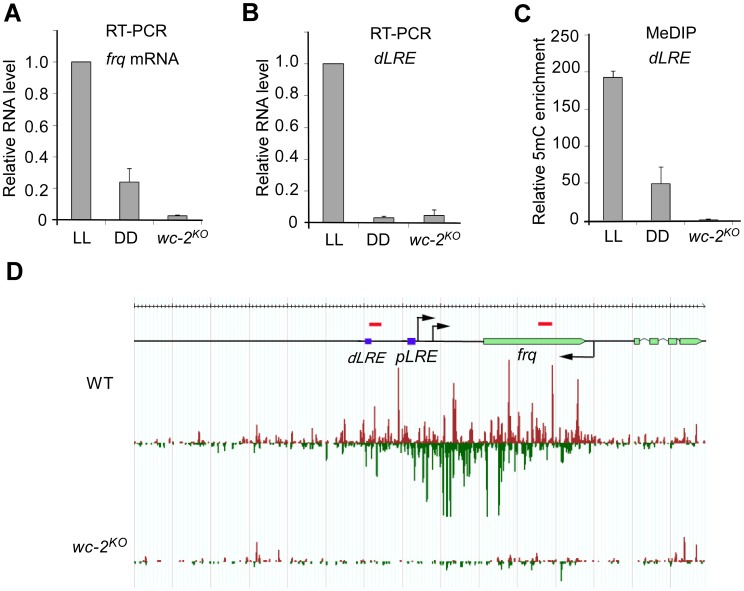
DNA methylation and disiRNA in *disi-47* locus requires transcription. (A) The disiRNA distribution at *disi-47* locus in wild-type and *wc-2^KO^* strain. Arrows indicate the transcription start sites. dLRE and pLRE are the two WC complex binding sites. The red bars indicate approximate primer set locations (see Table S1 for primer sequences). (B) RT-qPCR analyses of *frq* mRNA. (C) RT-qPCR analyses of the transcripts in the *frq* promoter region from a wild-type strain grown in constant light (LL) or constant darkness (DD) conditions and the *wc-2^KO^* strain grown in LL. (D) MeDIP results of the dLRE region in the wild-type (LL and DD conditions) and the *wc-2^KO^* strains (LL). In (B), (C) and (D), three independent repeats were performed. Values are mean ± s.d.

To determine whether disiRNA production is dependent on the WC-dependent transcription, we performed small RNA deep sequencing analyses in *wc-2^KO^* strain. 

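Small RNAs of 1 wc-2KO culture and 1 wild-type culture (FGSC4200) were sequenced, both labelled as grown in constant light. wc-2 encodes White Collar 2, which forms with White Collar 1 the complex that activates light-induced transcription. The submitters' labels give growth at 25°C in 2% sucrose, and the paper's methods give 2% glucose at 30°C overnight and then room temperature. Each line of the deposited files gives a distinct small RNA sequence at a genomic position where it was mapped, with its number of reads, its number of positions and its mismatches. The value of each line is an estimated count made by the authors, the reads divided by the number of positions. The wc-2KO file holds 30458482 reads of 1353217 distinct sequences, and 2936320 of these reads have no position in the rDNA unit. The wild-type file holds 28202069 reads of 467601 distinct sequences. Of these sequences, 44.2% are listed at every position they match, against 100% in the wc-2KO file. As used here the wild-type lines lie only in the rDNA unit and in 72 clusters with a median length of 120 bp on the chromosomes, so wild-type small RNAs at the disiRNA loci were not analysed here. Values at the loci are therefore those of the wc-2KO library, set against 10000 random regions of the same length on the chromosomes of the same library, after reads that match rDNA were left out. The loci were placed by matching the primers of Table S1 to reference bases rebuilt from the aligned reads, since the genome build is not given in the sources used here. With 1 library per strain there is no replicate error and no test. The intervals are exact Poisson or binomial 95% intervals and cover counting error only.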

As shown in Figure 4D, the disiRNA abundance in the mutant is completely abolished at the *disi-47* locus. This result is consistent with the loss of DLDM in the *wc-2^KO^* strain (Figure 4C) and suggests that disiRNA and DLDM are tightly linked and both triggered by pol II-dependent transcription.

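In the wc-2KO library, the part of disi-47 that could be placed (chromosome VII, 2844981 to 2851058, primers d47-5 to d47-11) held 96.0 weighted reads. This is 15.8 reads per kb (95% Poisson interval 12.8 to 19.3), or 0.649 times the median of random regions (0.525 to 0.792), and 24.4% of random regions held fewer. From d47-11 to the reverse primer of the control amplicon without a DpnII site (Fig. 1A), which lies where Fig. 1B draws frq, the density was 34.3 reads per kb (28.0 to 41.3), or 1.59 times the random median. The 6078 bp to the left of d47-5 had 33.8 reads per kb (1.39 times the random median) and the 6078 bp beyond that amplicon 44.9 (1.84 times), so the located part is the sparsest of these stretches. In the left flank, however, 1 window of 100 nt (from 2840601) held 101 Crick and 2 Watson reads of the 205 in all. The contrast with that flank therefore rests largely on 1 window. frq encodes a core component of the circadian clock. Other located disiRNA loci gave more small RNAs per kb in the same library, but disi-29 only 1.69 times as many (1.33 to 2.16). disi-6 (chromosome I, 6030568 to 6050827) had 199 reads per kb (193 to 205), which is 12.6 times the density of the located part of disi-47 (10.3 to 15.6). At the density of disi-6, the disi-47 region would hold 1207 reads. disi-29 (chromosome V, 1879861 to 1889232) had 26.7 reads per kb (23.5 to 30.2), or 1.02 times the random median. A density near that of random regions, over a whole located span, was thus not particular to disi-47. These spans are set by the placed primers and may take in sequence outside the loci. Within that of disi-29 the reads were uneven: the 100 nt window from 1885301 held 16 Watson and 14 Crick reads, against a median of 1 read per window. Of 11 further loci of Table S1, each taken as its amplicon with 2500 bp on either side, 10 were at or above the 95th percentile of random regions, and the lowest was disi-48 at 66.3 reads per kb. Primers could be placed only where reads of this same library cover the reference, which favours loci with many reads. disi-22 and disi-49 could not be placed, so the count of 10 may be too favourable. Of these 10 loci, 8 had at least 20% of single-position reads on each strand, while disi-12 and disi-9 had 99.3% and 92.1% on the Watson strand. disi-6 was at the 92.6th percentile for its longer span. Random regions can cover the 72 clusters, whose reads without an rDNA position were kept, and this can lower the percentiles given here. None of 4 control regions, of which the amplicon without a DpnII site overlaps the frq side of disi-47, reached the 95th percentile. The highest of them was am, which encodes glutamate dehydrogenase, at 115 reads per kb. That is 4.87 times its random median and the 92.35th percentile, close to the percentile of disi-6. am did reach the 95th percentile when only single-position reads were kept. Its single-position reads came mostly from 1 strand (6.29% Watson), while 42.3% of those at disi-6 were on the Watson strand.

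**Figure D1:**
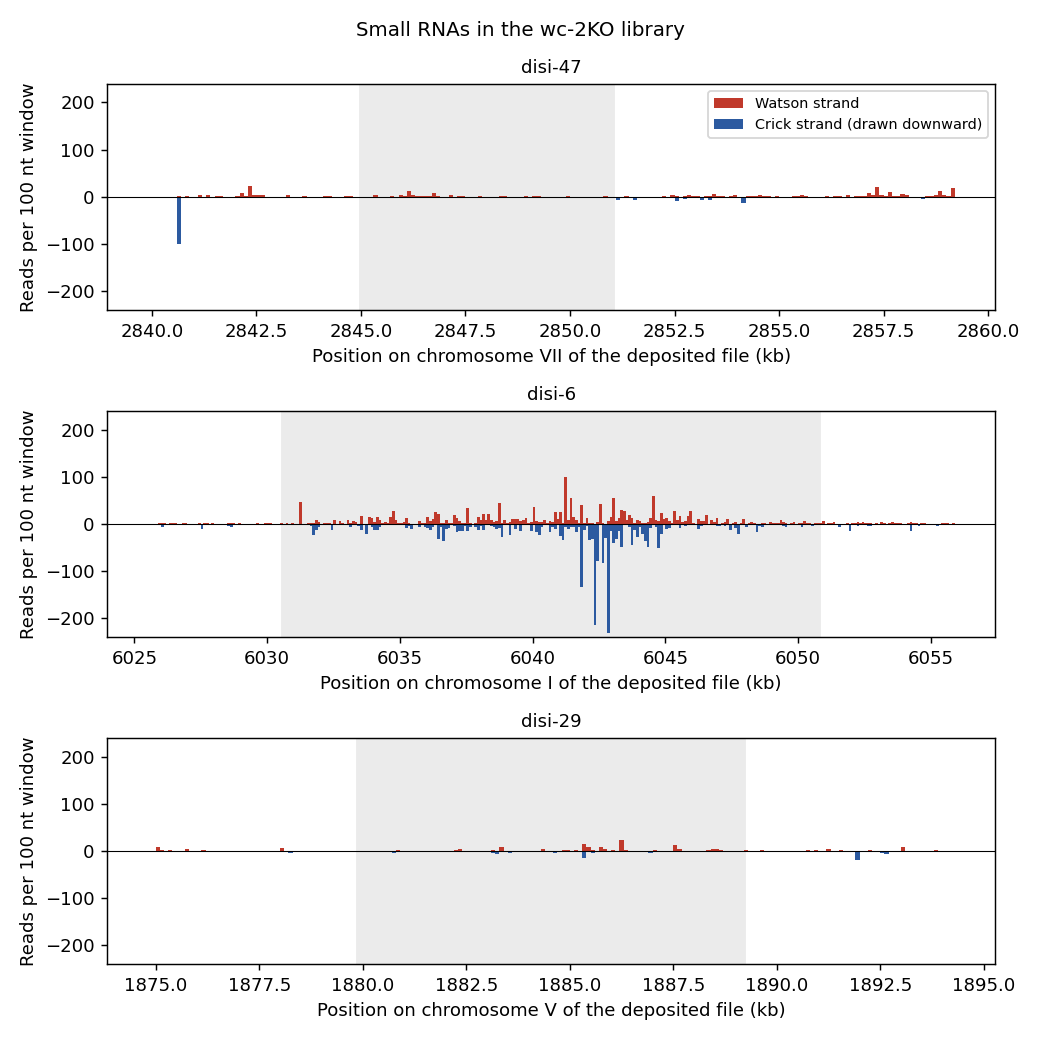
Weighted reads per 100 nt window (vertical axis, Watson strand upward and Crick strand downward, the same scale in each panel) along disi-47, disi-6 and disi-29 in the single wc-2KO library; the horizontal axis is the position in kb and the grey area spans the located part of each locus, which for disi-47 is d47-5 to d47-11. Over these areas the density was 15.8 reads per kb at disi-47, 199 at disi-6 and 26.7 at disi-29.

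**Figure D2:**
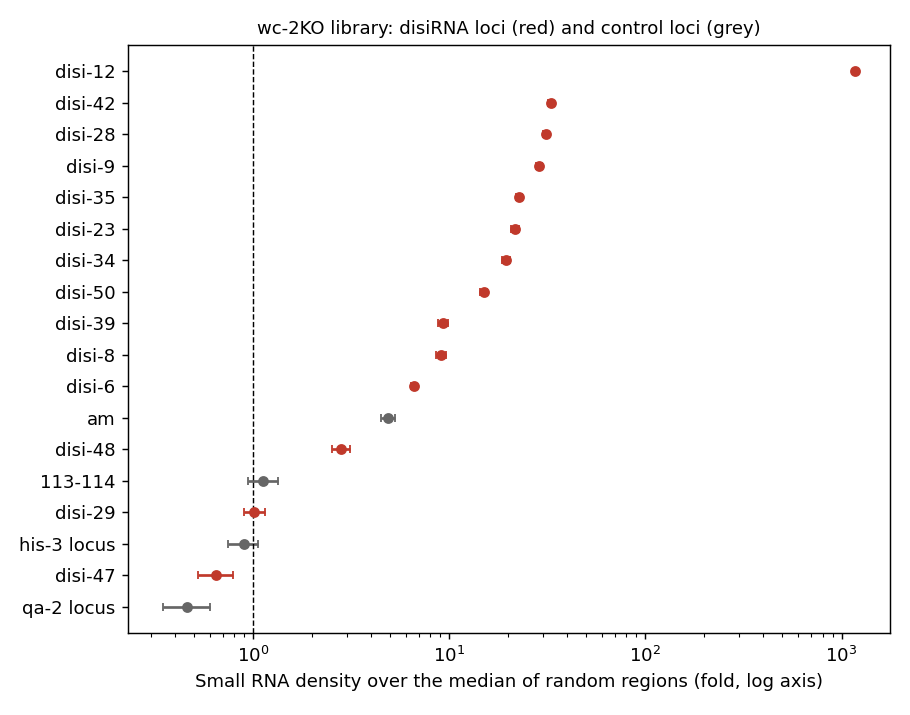
Small RNA density of each located disiRNA locus (red) and control region (grey) in the wc-2KO library, as a fold over the median of 10000 random regions of the same length (log axis); bars are 95% Poisson intervals, which cover counting error only. disi-47 lies at 0.649 and disi-6 at 6.59.

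From the loss of disiRNA at disi-47, set beside the loss of DLDM in the same mutant, the paper proposes that both are linked and depend on pol II transcription.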

#### Convergent transcription triggers DNA methylation in the promoter region

To further test the possibility that convergent transcription is a trigger of DLDM, we created an artificial sense-antisense transcription construct *Pqa-2:cul:1-gccP*, in which a firefly luciferase (*luc*) gene is under the control of *ccg-1* promoter and the quinic acid (QA) inducible promoter is used to drive the antisense transcription of the *luc* gene (Figure 5A). The construct was introduced into a *dicer* double mutant so that the convergent transcripts cannot be processed into siRNA from dsRNA [31]. As a control, a strain that contains a construct (*Pqa-2:cul*) lacking the *ccg-1* promoter was analyzed (Figure 5B). MeDIP analyses showed that the addition of QA to growth medium resulted in a robust induction of DNA methylation in the promoter region of *qa-2* in the *Pqa-2:cul:1-gccP* strain (Figure 5A). In contrast, no methylation of the *qa-2* promoter was detected in the *Pqa-2:cul* strain with or without QA treatment (Figure 5B). In addition, the promoter of the endogenous *qa-2* was also not methylated in a wild-type strain after QA treatment (Figure 5C). These results indicate that convergent transcription induces DNA methylation that peaks in the promoter region.

**Figure 5:**
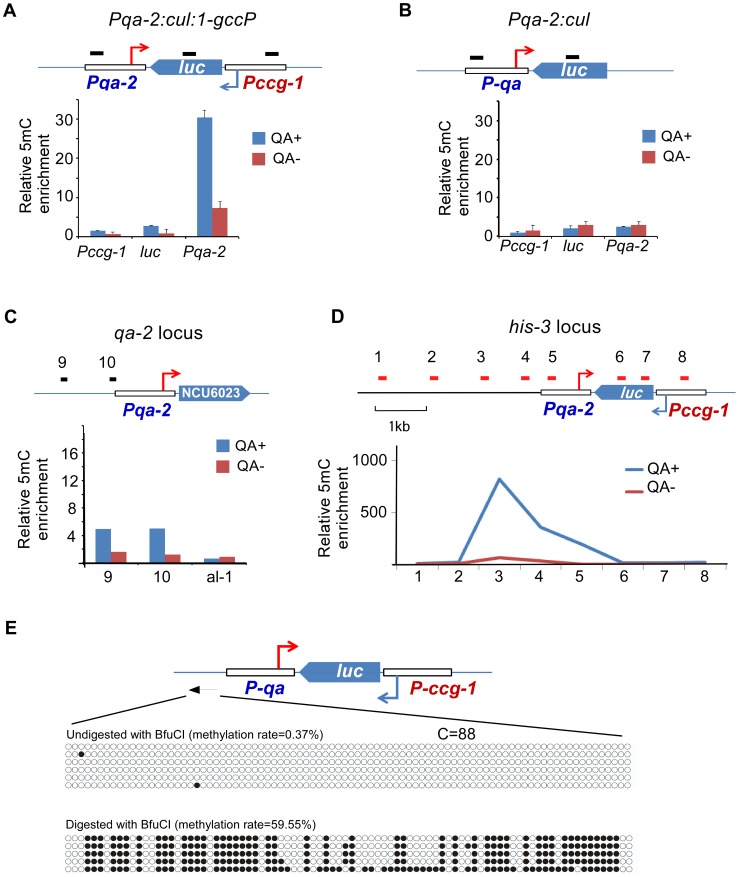
DNA methylation is induced in the promoter region of an artificial convergent transcription construct upon induction of transcription. (A and B) MeDIP results showing the DNA methylation status of the *ccg-1* promoter, *luc* gene body, and the *qa-2* promoter of the indicated construct. The artificial construct *Pqa-2:cul:1-gccP* (A) or *Pqa-2:cul* (B) resides at the *his-3* locus. The top cartoon of each panel depicts the architecture of the construct and black bars indicate the approximate location of primer sets. Three independent repeats were performed. Values are mean ± s.d. (C) Distribution of DNA methylation at the endogenous location of the *qa-2* promoter of the *Pqa-2:cul:1-gccP* strain. (D) Distribution of DNA methylation around the *Pqa-2:cul:1-gccP* construct at the *his-3* locus with/without the activation of the *qa-2* promoter. In panels A-D, QA+ and QA- indicate presence or absence of quinic acid (QA), respectively. DNA methylation was measured with MeDIP. (E) Results of bisulfite PCR in the region upstream of the *qa-2* promoter of the *Pqa-2:cul:1-gccP* construct. Two aliquots of genomic DNA from *Pqa-2:cul:1-gccP* strain, one digested with *Bfu*CI and one untreated, were subject to bisulfite treatment and sequencing, respectively (strategy 2 of bisulfite sequencing, primer sequences in table S4). Each row of circles represents the order and number of cytosines in the subcloned sequence. Opened and filled circles indicate unmethylated and methylated cytosine, respectively.

To determine the size of the methylated region in the transgene region in the *Pqa-2:cul:1-gccP* strain, we performed MeDIP analyses using primer sets spanning the transgene locus. As shown in Figure 5D and S8A, only low levels of DNA methylation were detected in the absence of QA; these levels are likely due to the leakage of the *qa-2* promoter. The presence of QA resulted in a dramatic induction of DNA methylation. The peak of DNA methylation was upstream of the *qa-2* promoter and about 3 kb upstream of the predicted *qa-2* transcriptional start site (TSS). Only low levels of DNA methylation were detected in the *luc* gene and in the *ccg-1* promoter. Interestingly, the peak of the DNA methylation in the *disi-47* locus was also about 3 kb upstream of the known *frq* transcription start site (Figure S3). These results indicate that the transcription-induced DLDM can spread several kb upstream of the gene promoter.

To determine whether the DNA methylation induced in the artificial convergent transcription construct also showed an on/off switch pattern as observed in the *disiRNA* loci, we performed bisulfite sequencing. Similar to *disiRNA* loci, there was almost no methylated cytosine in most of the randomly selected PCR clones from genomic DNA, indicating that most of the DNA molecules were not methylated. In contrast, when the genomic DNA was first treated with *BfuC*I to enrich for the methylated alleles, we observed that most of cytosines upstream of the *qa-2* promoter were methylated (Figure 5E). These results suggest that convergent transcription triggers dynamic DNA methylation in the *disiRNA* loci. In addition, in sRNA deep sequencing analyses, we observed sRNA accumulation in the upstream region of *qa-2* promoter at the *his-3* locus that contains *Pqa-2:cul:1-gccP* construct but not in that of the endogenous *qa-2* locus upon QA induction (Figure S8B and S8C), indicating a link between DLDM and disiRNA production. The dependence of DLDM on transcription also provides an explanation for the on/off pattern of DLDM because DLDM may require a certain threshold of transcription from the *disiRNA* loci.

## Discussion

*Neurospora* is a well-established model system for DNA methylation. All previously known DNA methylation in *Neurospora* occurs in relics of RIP [12], [32]. RIP is a process that silences repetitive DNA sequences during sexual stage (prior to meiosis) by converting cytosine to thymine in target sequences and occurs mostly at CpA dinucleotide context [33]. The resulted A/T rich region then serves as a signal that induces methylation of the nearby region to silence gene expression. In this study, we showed that DLDM is established and maintained very differently from the RIP-induced DNA methylation.

First, DLDM occurs in the gene-rich *disiRNA* loci that contain no relics of RIP or other repetitive elements. Second, in contrast to RIP'd regions in which DNA methylation is more or less constitutive and occurs in all alleles, most of the alleles are not methylated at *disiRNA* loci. In *disiRNA* loci, only a small percentage of alleles are extensively methylated with most of cytosines modified over a region that extends several kilobases. The dense cytosine methylation is similar to recently demonstrated dense methylation/hydroxylmethylation of cytosines in mouse embryonic stem cells [34]. The on-off pattern of DLDM indicates that DLDM is highly dynamic and that there is an inducible mechanism that mediates the establishment of DLDM. On the other hand, a de-methylation process may also exist to convert methylated alleles back into unmethylated alleles. Third, unlike the DNA methylation in the RIP'd regions, which is generally not required for maintenance of H3K9 methylation, DLDM is required for the maintenance of H3K9 methylation at the *disiRNA* loci. It suggests that an unknown mechanism should exist to recognize DNA methylation and in turn trigger H3K9me3.

Finally, DLDM is dependent on transcription. We demonstrated that DLDM is induced by convergent transcription from artificial constructs expressed in *Neurospora*. This conclusion is in agreement with the fact that most of disiRNA loci are known to produce sense and antisense RNAs [22]. Interestingly, the peaks of DNA methylation occurred at the promoter regions, where disiRNA expression also peaked. In addition, promoter-specific RNA transcripts were detected, and levels of these transcripts correlated with the levels of DNA methylation, suggesting that these non-coding RNA transcripts are involved in DLDM and are the precursors for disiRNAs. The induction of DLDM by transcription may explain its on/off pattern and suggests that a certain threshold level of transcription may be required for the establishment of DNA methylation. These results indicate that DLDM differs substantially from the typical DNA methylation in RIP'd DNA regions. It should be noted that transient DNA methylation was recently reported at the *frq* locus and was shown to be involved in setting the proper phase of circadian clock during the preparation of this paper [35]. In addition, the distribution of DNA methylation induced by convergent transcription is mainly accumulated upstream and peaks at about 3 kb from the TSS, suggesting that DLDM might also be involved in suppressing the promiscuous transcription at promoter region during transcriptional initiation. Indeed, recent studies suggest that pol II-directed gene transcription may adopt a gene loop structure by tethering promoter and terminator sequence, which enhances the transcriptional directionality toward the gene body [36]–[38]. Therefore, it is possible that the DNA methylation is a result of complex interaction between both ends of the gene for transcription initiation and termination, which strengthens the directionality of both sense and antisense transcription.

## Materials and Methods

### Strains and culture conditions

In this study, FGSC 4200 (a) was used as wild-type (WT) strain. Mutant strains *wc-2^KO^*, *qde-1^KO^*, *qde-2^RIP^*, *qde-2^RIP^;sms-2^RIP^* double mutant, and *dcl-1^RIP^;dcl-2^KO^* double mutant (*dcl^DKO^*) were generated in previous studies [31], [39], [40]. The *dim-2^KO^* and *dim-5^KO^* strains were generously provided by Dr. Qun He [23]. Liquid cultures were grown in minimal medium (1× Vogel's, 2% glucose) at 30°C overnight and then at room temperature with shaking at 130 r.p.m. for 24 h [41]. For liquid cultures containing QA, 0.01 M QA, pH 5.8, was added to the liquid culture medium containing 1× Vogel's, 0.1% glucose and 0.17% arginine.

To make the *his-3* targeting *Pqa-2:cul:1-gccP* constructs, a PCR fragment containing the promoter of *ccg-1* was inserted into the plasmid pDE3dBH-Pqa-2 [42] to generate *Pqa-2::1-ccgP*. Then a PCR fragment of luciferase gene (*luc*) was inserted between the two promoters, with the *luc* sense transcripts and antisense transcripts driven by *ccg-1* and *qa-2* promoter, respectively. The control construct, *Pqa-2:cul*, was created by inserting the *luc* gene into pDE3dBH-Pqa-2, with *qa-2* promoter driven antisense transcription of *luc*. The resulting constructs were introduced into the *his-3* locus of *dcl^DKO^*, *his*-*3* strain [39], a *his-3* strain and an *eri-1l^KO^*, *his-3* recipient strain.

### Southern blot analyses

Approximately 10 µg genomic DNA was digested with *Bfu*CI or *Dpn*II, fractioned in 1.0% agarose gels, and transferred to nylon membrane. Hybridization probes were prepared from PCR products of interest (primer sequences in Table S1) with Rediprime II DNA Labeling System (GE Healthcare).

### Methylated DNA immunoprecipitation (MeDIP)

Approximately 10 µg genomic DNA was sonicated into small fragments (size ∼300–1000 bp). In each reaction, 1 µg of the 5-methylcytosine monoclonal antibody (Epigentek) was used to perform the MeDIP assay as previously described [12], [43]. MeDIP samples were analyzed with qPCR with corresponding primers listed in Table S1. In order to compare methylation in different regions, relative enrichment of DNA was calculated as the ratio of MeDIP sample over its input (set as 1), and the qPCR result of a primer pair of the *am* locus was used for normalization to correct for possible primer efficiency bias [44]. To compare MeDIP results of different samples or treatments, we performed the MeDIP at the same time with same batch of anti-5mC antibodies, due to the variation of MeDIP efficiency for different batches of antibodies.

### Chromatin immunoprecipitation assay

The ChIP assay was performed as previously described [45]. The immunoprecipitation was performed with an H3K9me3 antibody (Abcam ab8898). The relative enrichment was calculated as the MeDIP assay and the qPCR result of a primer pair of the *am* locus was used for normalization.

### Methylation specific PCR and qPCR

Methylation specific PCR (MSP) was performed as previously described [23]. The methylation rate, determined by quantitative PCR, was calculated as the ratio of BfuCI-digested DNA signal to its input. A primer pair for (113–114), whose PCR product carries no BfuCI/DpnII recognition site (GATC), was used to normalize for loading and primer efficiency.

### Bisulfite PCR methylation analysis

The bisulfite PCR methylation analysis was carried out in three steps: 1) The bisulfite treatment of genomic DNA was carried out as described in the manual of EpiTech Bisulfite Kit (Qiagen) except that we used a modified thermal cycler condition: 99°C for 5 min followed by 60°C for 25 min; 99°C for 5 min followed by 60°C for 85 min repeated 3 times; and 99°C for 5 min followed by 60°C for 90 min. 2) Two rounds of nested PCR were performed; the PCR product of first round was diluted 10–100 fold and 1 µL was used for second round of PCR. The second round PCR products of the expected size were cloned into TOPO clone kit (Invitrogen) and individual clones were sequenced.

Two strategies were used to examine DNA methylation in *disiRNA* loci. Strategy 1, shown in Figure 2, used plasmids as templates to amplify the cloned fragment. The genomic counterpart of the cloned fragment carries a GATC site. If the site was methylated, the fragment would be resistant to bisulfite treatment, whereas the unmethylated sites were converted into uridine and no longer recognized by *Dpn*II or *Bfu*CI. By identifying whether the PCR product was resistant to *Dpn*II or not, we could distinguish whether the cloned fragment was methylated in the GATC sequence. Strategy 2, used in experiments in Figure S5, is similar to the first strategy except that one aliquot of genomic DNA was treated and one was not treated with *Bfu*CI before bisulfite treatment, PCR, cloning, and sequencing. The average methylation rate was calculated by dividing total number of 5-methylcytosines by the total number of cytosines in the amplified sequence. The primers used for bisulfite sequencing are shown in Table S2 and S3.

### RT-qPCR

Total RNA was extracted with TRIzol (Invitrogen), digested with Turbo DNase (Ambion) and reverse transcribed into cDNA with SuperScript II (Invitrogen). β-tubulin transcripts (primer pair tub) were used as loading control for quantitative PCR.

### Small RNA sequencing analyses

Total RNA of *wc-2^KO^* strain, wild-type strain and *dicer^DKO^ Pqa-2:cul:1-gccP* strain were extracted with the TRIzol reagent (Invitrogen) and small RNAs were enriched with 5% polyethylene glycol (MW8000) and 500 mM NaCl as previously described [31]. Library construction and small RNA sequencing was performed by the Beijing Genomic Institute (Shenzhen, China) with Illumina standard protocol. All small RNA analyses were performed as described previously [22] except that an alignment tool Bowtie (ver 0.12.7) was used to map the small RNAs onto the *N. crassa* genome. 

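Of the reads in the wc-2KO file, 27684992 (90.9%) matched the genome without a mismatch, 7.12% with 1 mismatch, 1.53% with 2 and 0.456% with 3. The wild-type file had 87.6% without a mismatch, 9.77% with 1, 2.20% with 2 and 0.395% with 3. Reads with a single position made up 62.2% of the reads in the wc-2KO file and 58.5% in the wild-type file. Reads of 18 to 30 nt, the size range cut from the gel according to the submitters' labels, made up 97.3% and 97.1%. The longest read was 49 nt in the wc-2KO file and 34 nt in the wild-type file. The wild-type lines used here lie only in the rDNA unit and in 72 clusters, so the shares of the 2 files are not of like sets. All 176622 sequences found in both files have the same number of positions in each. Of the wc-2KO reads with no rDNA position, 88.3% had a position on the chromosomes and 10.2% in mitochondrial DNA.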

In order to compare the density of small RNAs between samples, a standard normalization method was applied by scaling total reads of different samples to those of the same library size [46]–[48]. 

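In the wc-2KO library, 27522162 of 30458482 reads (90.4%) had a position in the rDNA unit, a repeat that encodes ribosomal RNAs. In the wild-type file 27951106 reads did, which is not a share of that library because the lines used here lie only in the rDNA unit and in 72 short clusters. Most rDNA reads lay on the Watson strand, and the window from 2501 to 2600 of the unit alone took 48.5% of the weighted rDNA reads in the wild-type and 55.4% in wc-2KO. The Crick strand held 2.46% of the weighted rDNA reads in the wild-type and 0.653% in wc-2KO, a ratio of 3.76. The size of the ratio depends on the measure: it was 1.56 with each sequence counted once, and 1.47 and 1.29 relative to Watson reads of the 33.3% and 25% of windows with the least coverage. The change is shared by the Watson strand where reads are few: in the 45 windows with the least Watson coverage, the Watson share was higher in the wild-type in 44, with a median ratio of 3.29, against 1.15 in the other 44 windows.

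**Figure D3:**
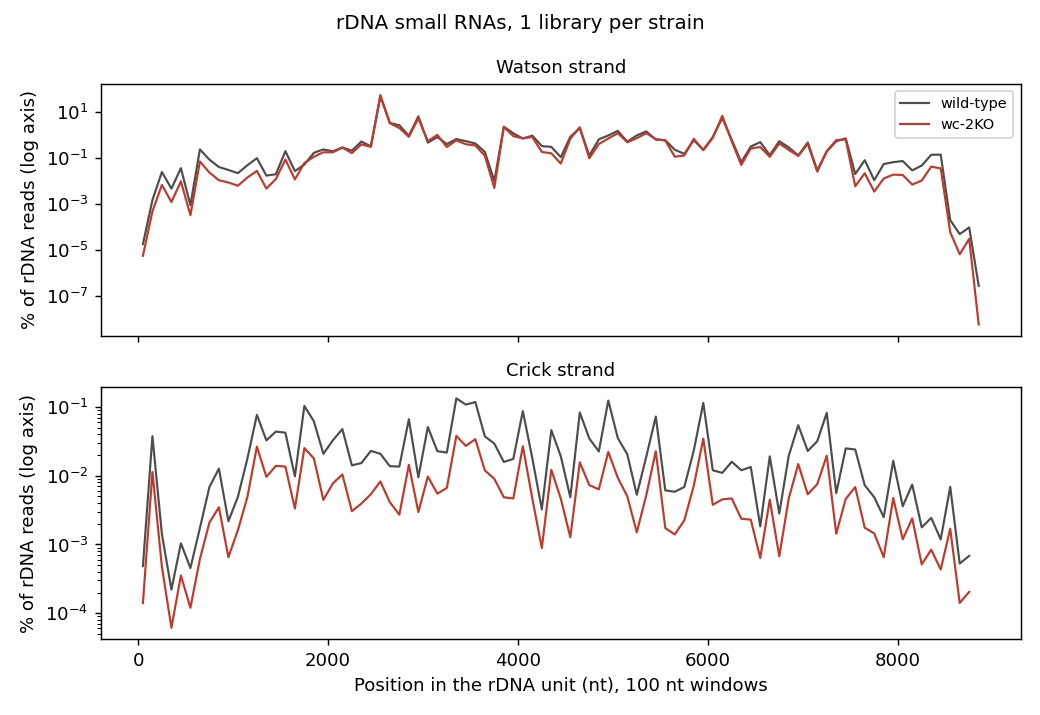
Share of the weighted rDNA reads (%, log axis) in each 100 nt window of the rDNA unit, Watson strand above and Crick strand below, for the wild-type (grey) and wc-2KO (red) libraries, 1 of each. The Crick line of wc-2KO lies under that of the wild-type in all 87 windows with at least 100 Crick reads over both libraries.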

To correct bias induced by ribosomal RNA degradation products, we filtered out the reads matching rDNA regions from the total reads and used the remaining reads for scaling. 

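Counted in windows of 100 nt in the wc-2KO library, the 60 windows of the located part of disi-47 had a median of 1 read and at most 15.5 weighted reads over both strands, and 13 of them (21.7%) held none. The 202 windows of disi-6 had a median of 11 reads and at most 238, and 2 held none. The 93 windows of disi-29 had a median of 1 read and at most 30.0, and 20 held none. On the Watson strand lay 42.3% of the single-position reads at disi-6 (95% Clopper-Pearson interval 40.8 to 43.9), 56.5% at disi-47 (45.8 to 66.8, from 92 reads) and 64.9% at disi-29 (58.4 to 70.9).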

The density of small RNA is presented as the relative number of small RNAs in a 100 nt non-overlapping sliding window along the Watson or Crick strand of each chromosome. The sRNA sequencing data was visualized with Generic genome browser (version 1.70) [49].

### Accession number

The NCBI accession number of the sRNA deep sequencing data reported in this study is GSE47666.

## Supporting Information

Figure S1 The disiRNA distribution *at disi-6, disi-29* and *disi-47* loci in a wild type strain. The results are based on the previous sRNA sequencing results [22]. The approximate locations of primer sets for *disi-6*, *disi-29* and *disi-47* loci were indicated with black bars. The sequences of primer sets are shown in Table S1.
(PDF)

Figure S2 The MSP results for *disi-6* and *disi-29* loci determined by quantitative PCR. A wild type strain was used.
(PDF)

Figure S3 MeDIP results for *disi-47* and *disi-29* loci of a wild type strain. The results of two negative controls (gene al-1 and NCU06312) and one positive control (*ζ-η*) are shown in the table.
(PDF)

Figure S4 RIP indices in *disiRNA* loci. RIP indices were calculated with the number of CpA and TpG dinucleotides divided by number of ApC and GpT in a 500 bp window sliding every 100 bp across *Neurospora* genome [25]. The red lines indicate the RIP index threshold for RIP'd region (0.7).
(PDF)

Figure S5 Bisulfite sequencing results for *disi-47* and *disi-29* loci. Experiments were performed with strategy 2 as described in Materials and Methods. Two aliquots of the wild-type genomic DNA, one treated with *Bfu*CI and one untreated, were subjected to bisulfite conversion and nesting PCR (primer sequences in Table S2). PCR products were subcloned, sequenced and aligned. Each circle indicates one cytidine in sequenced regions. Opened and filled circles represent unmethylated and methylated C.
(PDF)

Figure S6 H3K9me3 ChIP results of *disi-6* and *disi-29* loci. For each primer set, the ChIP results of *dim-5^KO^* strain were set as 1. The primer set at *am* locus was used as loading control.
(PDF)

Figure S7 Strand-specific mRNA high throughput sequencing results of the *disi-47* and *disi-29* loci of *wild type* strain. Blue and red dots represent the reads that match Watson strand and Crick strand, respectively. The directionality of gene and promoter transcripts is indicated with arrows. The green bars indicate the disiRNA loci on *Neurospora* genome. The mRNA sequencing sample and data analyses were prepared as previous described [30].
(PDF)

Figure S8 The DNA methylation is induced by convergent transcription and is correlated with disiRNA production. (A) An independent repeat for testing the DNA methylation triggered by convergent transcription. The experimental procedure was performed as described in Figure 5 except that a different *Neurospora* transformant was used. (B) The sRNA distribution at the endogenous *qa-2* locus and recombinant *his-3* locus. The result was from the *dicer^DKO^* strain harboring *Pqa-2:cul:1-gccP* construct upon QA induction. The red dashed boxes indicate the region upstream of the *qa-2* promoter. (C) the size distribution of sRNA at the *his-3* locus.
(PDF)

Table S1 Sequences of primer sets used for detecting methylation in *disiRNA* loci. The approximate locations of these primer sets are indicated in Figure S1.

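The primers were placed by exact match to reference bases rebuilt from the aligned reads of the wc-2KO library, which cover 29.3% of the chromosomes. A primer was accepted with at least 17 matching bases, no conflicting base and 1 position, and further primers of the same locus with at least 12 matching bases within 30000 bp. A forward and reverse primer facing each other within 500 bp were accepted with at least 12 bases each. Of 121 distinct primer sequences listed in Tables S1 and S4, 41 were placed, and none was when the same sequences were read backwards. Since no reversed primer was accepted at 17 bases, the rule of 12 bases near an accepted primer could not act on them. The reversal therefore does not test primers placed by that rule. Among these are d47-5f (12 of 21 bases), d6-9r (14 of 21) and d29-7f (14 of 25), which bound disi-47, disi-6 and disi-29. disi-6 was placed with 10 of 18 primers, disi-29 with 4 of 16 and disi-47 with 2 of 32. Of the 13 other disiRNA loci of Table S1, 11 were placed. disi-23 lies at 1373 to 1608 of chromosome IV, disi-35 at 4127 to 4284 of chromosome VI and disi-42 at 1928 of chromosome VII, each close to a chromosome end of the files.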

(PDF)

Table S2 Primers used for preparing DNA probes for Southern blotting.
(PDF)

Table S3 Primers used for bisulfite sequencing of *disiRNA* loci. For each case, f1 and r1 were used for first round of PCR. The PCR product then was used to perform second round nesting PCR with f2 and r2. The am and al-1 were used as negative controls and ζ-η as positive control.
(PDF)

Table S4 Primer sets used for strains with artificial convergent transcription and control strains.
(PDF)

# Supplementary material for: Convergent Transcription Induces Dynamic DNA Methylation at disiRNA Loci
**Source:** PLoS Genet. 2013 Sep 5;9(9):e1003761. doi: 10.1371/journal.pgen.1003761
**Supplement:** Table S1 — Sequences of primer sets used for detecting methylation in disiRNA loci. The approximate locations of these primer sets are indicated in Figure S1.

Table S1:

qPCR primer pairs for disiRNA-6 locus	
d6-1f	CGATTTGACGGCATTACTGGA
d6-1r	AGGCTCGTCAACGGAGTCTTC
d6-2f	GCCGTTTTCTCAACGTCTGT
d6-2r	GGCAAGGATGGCCTATGTTA
d6-3f	CATCACCACCTTCGTCAGCAGAG
d6-3r	AGCCTGACTGCTGTACGAAAGG
d6-4f	CAGCGCCAAGTTTGACAGAA
d6-4r	CTGGACCACAGCATTCTGT
d6-5f	GATTGTCAAGCCGTTCTCGT
d6-5r	CCTGTGTTTCCGGATGAAGT
d6-6f	AATCGACTTCTCCCAGCTCGT
d6-6r	CCGTACTTTATCCAGGTGAGGC
d6-7f	GCGTGTAGCACTCCAAGTGA
d6-7r	ATCTCTGAAGGCAGGCAGTG
d6-8f	CCGTGTGTGAAAGAACCCAGA
d6-8r	GTGCGAAGCTAGATGGTGTGG
d6-9f	ATTGTGGAGGATGGGGATAGG
d6-9r	CTGTTTGGTGCGTGTCTTCCT
qPCR primer pairs for disiRNA-29 locus	
d29-1f	CCTCGGATTTCTTTCACCTCTCTT
d29-1r	TACCTAGGCTGGGGCTCCTTTT
d29-2f	TGCACGCTATGGGAGTGTGT
d29-2r	CGCCGGAGAAAGATTGTGAT
d29-3f	AAAACATGTGGACGGTACGC
d29-3r	GGAAGGTCCAGACTGACGAC
d29-4f	GGACGCGGGTACATTACAAA
d29-4r	GCTGGTGCTTGCTGGTACTT
d29-5f	TCCCTATGGGCTGTTCTCAG
d29-5r	CTTTGCGGTAGCTTCTCCAC
d29-6f	GATAGGGGACGATGGGTGTA
d29-6r	CGTTCAAGCATGAAGGGTCT
d29-7f	AGTTACGGTCACCTTTGGTATCGAG
d29-7r	AGCCCAAAGTGCCTCATGTCA
d29-8f	ATTATGTGTGCGCTTCTGTGCG
d29-8r	TTTTGGAGCAAGCCAACCCT
disiRNA-47 primer pairs for disiRNA-47 locus	
d47-1f	GATAGAGAGAAACAATGGCTGCTTC
d47-1r	GGGGGGAGAACTCACCAATTA
d47-2f	GACTCCAACGAGCTTGTTCATCA
d47-2r	CGGCACCAAAATTGCTGTC
d47-3f	CAGAACCAACTTGGCGGTGAT
d47-3r	TTGACCTTGGTCGGGCAAA
d47-4f	ACCAATGGATGGATGGCCTAC
d47-4r	TTAGCCTAACGTGACGCATGC
d47-5f	CAGTGAAAAAGAGGCTCGCTG
d47-5r	CACGCCGAATAGAATCCAGAG

d47-6f	TCCTGTCTCGTTGCTTTCTCC
d47-6r	CAGGCGCTGATTAACGTGTTC
d47-7f	CCCCGTGTTTCTCCCAAGTAA
d47-7r	TGGGAATGGCTTGTACACA
d47-8f	TGTGGGACGTTGCTCGATAG
d47-8r	TCTCGCTCGGTCATTGATTG
d47-9f	CTACACAGAAACACACCCGCA
d47-9r	AAAGTACACGACTACCCCGAGG
d47-10f	CTACACAGAAACACACCCGCA
d47-10r	CCCTGGGGTTTCCTTTGGA
d47-11f	TCCAAAGGAAACCCCGAGG
d47-11r	GGTGGATGGGGAAAAAAGGA
d47-12f	TGTGTCGAGATTCCCTCCTC
d47-12r	CTCTCCCGCTCATGTTTGT
d47-13f	GTTCCGCCAAGTTCGGTTT
d47-13r	CGAAAGAACCGTTCCTCCAA
d47-14f	AAGCGGTTTGTGTTTTGGA
d47-14r	CCGGGCGGGAAATATAAAAA
d47-15f	CGCTTCCCAAATTGACCAA
d47-15r	GGCGCTACCTTTCTGGTTC
d47-16f	ACGCAACCCTCTCCCTTCTC
d47-16r	ATTCCGAAGACGGCCGATAC
qPCR primer pairs for other disiRNA loci	
disiRNA-23f	CTTCATCGCACTCAACGAAA
disiRNA-23r	GCTTCTGGTACATGCCACCT
disiRNA-35f	AATATCGAGTTTGGGCAACG
disiRNA-35r	CTCCCTGGTTCTCAGCAGAC
disiRNA-42f	TCACCGACGAATTTACCATCC
disiRNA-42r	GTTGAGATCGCCAACCTGAGG
disiRNA-48f	ATGTTCTGGTTCTTCTCTGCCG
disiRNA-48r	TCAACCAACCACCATCACTCC
disiRNA-49f	GTGGTGCCTCTACTTGTTCCGT
disiRNA-49r	CGCCTTTATGAACGGAATGG
disiRNA-8f	CTGGGAACACCACTGGAACA
disiRNA-8r	ATTGGTGAGGTGGGATCCTG
disiRNA-9f	GGCACCTCGTGGTTGTTGTA
disiRNA-9r	CTCCAGCAATTGAGCGTCTG
disiRNA-12f	GGTCAAGGTGGGTTTGAAGG
disiRNA-12r	CAGCAAGTCGCAGGCTACC
disiRNA-22f	TGCCAGTTGTACCGGTGAAG
disiRNA-22r	AGTCTTGGCCCAGAGCAGAC
disiRNA-28f	GGCCAGATGGATCCTACGAC
disiRNA-28r	GGGGTCGTCTGTGAAAGGAG
disiRNA-34f	CACTCTGGCCTTTTCCTTCCT
disiRNA-34r	AGCTCGACGTCAACCAGAGAC
disiRNA-39f	TGACAACTGAGGGCACACAT
disiRNA-39r	GCCGTAAAGCTCCATAGCTG
disiRNA-42f	GTTGAGATCGCCAACCTGAGG
disiRNA-42r	TCACCGACGAATTTACCATCC

disiRNA-50f	TATCGCGACTTCCCTCCTTC
disiRNA-50r	TGAACGCTCATTTCCCGTTA
**control primer pairs**	
am f	CGGTTACCGTGTCCAGTTCA
am r	CTAGAGACGCCGAGTCAGCA
Al-1 f	GCGATACCACGACAACACCA
Al-1 r	GGACCGTTCCGGAGAGAAAC
113-114 f	CAAAGAAGTCATGGAGCCCTCT
113-114 r	CGAGCATCACAAAATGGTCG
ncu06312f	CATGACTTGCCGCCAAGCT
ncu06312r	ATGTTGCGGGAGGTCCCTTT
ζ-η f	ACACTTAGGATTGCTAATCGTC
ζ-η r	GTACGATCCTATCGGCTTAC

# Supplementary material for: Convergent Transcription Induces Dynamic DNA Methylation at disiRNA Loci
**Source:** PLoS Genet. 2013 Sep 5;9(9):e1003761. doi: 10.1371/journal.pgen.1003761
**Supplement:** Table S2 — Primers used for preparing DNA probes for Southern blotting.

Table S2:

primer pairs for Southern blotting probes	
am f	CGGTTACCGTGTCCAGTTCA
am 3r	GCAAGGAAGAGCGATGTCAA
d29-5f	TCCCTATGGGCTGTTCTCAG
d29-6r	CGTTCAAGCATGAAGGGTCT
d47-8f	TGTGGGACGTTGCTCGATAG
d47-11r	GGTGGATGGGGAAAAAAGGA
ζ-η probe r	AAA CCA TRT RCC CCA AAC CAC TCT
ζ-η probe f	GTT ATT GTA TAT YGA TAG GGA GAG<br>AYY GG

# Supplementary material for: Convergent Transcription Induces Dynamic DNA Methylation at disiRNA Loci
**Source:** PLoS Genet. 2013 Sep 5;9(9):e1003761. doi: 10.1371/journal.pgen.1003761
**Supplement:** Table S4 — Primer sets used for strains with artificial convergent transcription and control strains.

Table S4:

qPCR primers	
1f	TCATGAACGCCGGTAGTGTC
1r	TCTGTGAAGCGGGGCTATTT
2f	GGGAGTGTGGGAAATGGTGT
2r	AACATGCGGCATCAGAGCA
3f	GCATCTTACGGATGGCATGA
3r	CGTCGTTTGGTATGGCTTCA
4f	TTTCGCCACCTCTGACTTGA
4r	CAGGGGATAACGCAGGAAAG
5f	AACATCCGTGCAATGCAGAC
5r	AACCGTTGGAAAGCGAAGAA
6f	GATCATGTCCGGCTACGTCA
6r	GTGCTGGAGGAGGATGGACT
7f	TCGGGCATCTTCACAACAAC
7r	GAGGGAGTTCTCGGAGCAGA
8f	CCCTTAATCGGCAATCGAGA
8r	ATCCGCGTTGGGATTATGAC
9f	TGTGTGCTTCATTCCCTCCTT
9r	TGGCATTGTTGTTGCTGAATC
10f	CGACCCTGGATCTCGCTTAC
10r	CTAAGCCCGTCCCATTCTTG
bisulfite primers	
qa(-) 1f	TCT CAT RAC CAA AAT CCC TTA AC
qa(-) 2f	TCC ACT AAA CAT CAR ACC CCR TA
qa(-) 1r	GGG AAG TGT GGT GTT TTY TYA ATG
qa(-) 2r	GTT TGT TTT AAG YTG GGY TGT GTG

How the deposited data were processed for this re-analysis (not part of the article)

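Small RNAs were sequenced from 1 wild-type (FGSC4200) and 1 wc-2KO culture of Neurospora crassa. According to the paper and the submitters' processing notes, the authors mapped the reads with Bowtie 0.12.7; the genome build and annotation are not given in the sources used here. The deposited files hold 1 line per distinct sequence and position, and the value of each line is an expected count that the authors made by dividing the reads of the sequence by its number of positions. This division was checked on every line. Up to 3 mismatches were allowed in the files as used.

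The values were summed by the start of the read over each region. Reads with a position in the rDNA unit were left out, following the rDNA filter of the paper's methods. Reads without such a position were kept, also in the 72 chromosomal clusters of the wild-type lines. Before the filter these clusters held 257320 weighted reads in wc-2KO, so a random region that covers a cluster can hold many reads. The sums were rounded to whole numbers for exact Poisson intervals. Shares of single-position reads have exact Clopper-Pearson intervals. Both kinds cover counting error only, since reads copied by PCR are not independent molecules. Each region was set against 10000 random regions of its length on the 7 chromosomes. With 1 library per strain no test was made.

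The wild-type lines used here lie only in the rDNA unit and in 72 clusters of 75 to 124 bp. The planned ratios of wild-type to wc-2KO at the loci could therefore not be formed, and fold values over random regions of the wc-2KO library stand in their place. The planned gene lists, the wc-2 gene and the intergenic region of frq needed gene coordinates in the build of the files and were not analysed here. The region from d47-5 to the control amplicon without a DpnII site stands for frq and its upstream region. The rule for named items, fixed before the data were examined, was every locus of Table S1 and every gene the paper names with the small RNA data; the part of the rule on gene lists and on changes between strains could not be applied. disi-22, disi-49, al-1, NCU06312 and the ζ-η region could not be placed. Controls were am, the amplicon without a DpnII site and the endogenous his-3 and qa-2 regions of Table S4. The region of the amplicon without a DpnII site overlaps the region that stands for frq, so it is not an independent control for disi-47.

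Reference bases were rebuilt from the reads, with the reference base restored at each mismatch; 10974601 bases of the 7 chromosomes were recovered with 0 conflicting bases. Loci were sought on the chromosomes in 500 bp windows at or above the 95th percentile (53.3 reads) with at least 20% of reads on the minority strand, merged across gaps of at most 500 bp and kept from 1500 bp. The search was tested on simulated data made from the shuffled wc-2KO windows. It found 0 of 50 planted loci at 4 times the window median, 23 of 40 at 8 times, 50 of 50 at 16 times and 40 of 40 at 32 times, and none of 20 planted on 1 strand. Of 119 loci it found there, 3 overlapped no planted locus. The rest can outnumber the planted loci counted as found, since a planted locus could be found in pieces or in too small a part to count.

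Alternatives changed the reads kept (single position, no mismatch, 18 to 30 nt, 20 to 24 nt, 1 strand, each sequence once), the regions, the scaling and the rules of the search. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.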

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

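The tests of sequencing error, of an error rate shared by the run and of similar sequences elsewhere, and all tests on rDNA, were chosen only after the result was seen; for the other mismatch tests the bounds were set first, and the median over loci was chosen afterwards.

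Over the 14 located loci, a median of 32.1% of single-position reads of the wc-2KO library ended in an A that the reference lacks. The paper does not report this signal. Among the controls the share was 3.23% at am (588 reads) and 4.65% at his-3 (43 reads). It was 19.6% at qa-2 (46 reads) and 20.6% at the amplicon without a DpnII site (126 reads). On the chromosomes outside the located regions it was 10.4%. The share was at least 20% at 9 of the 14 loci and at 1 of 4 controls, and it was 0.511% at disi-12 and 8.70% at disi-47. Reads from a similar sequence elsewhere are argued against, because per base mismatches were a median of 68.4 times as frequent in the last 2 bases as in the earlier bases. Variants of the strain are argued against by a median of 0.295% of mismatches at positions where most reads carry the change. Of all mismatches a median of 1.14% were A to G, which argues against A-to-G editing as their main source. For the last A itself this is no test, since a change to A cannot be A to G. A median of 87.7% of the mismatches lay in the last 2 bases, so bases added at the 3-prime end are a candidate explanation, whether in the cell or during library preparation. The median share of reads with a mismatch was 1.89 times that outside, between the bounds of 1.5 and 2 set for sequencing error, but an error rate shared by the run is argued against by the last A being 47.4 times as frequent on the Crick as on the Watson strand of rDNA in the same library.

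Crick-strand reads were 2.46% of the rDNA reads in the wild-type and 0.653% in wc-2KO, a signal in reads that the paper filtered out, but Watson reads of the 50% of windows with the least coverage fell too, from 3.36% to 1.83% (median ratio of the windows 3.29), so the change is not one of the Crick strand alone. The most abundant Watson fragment does not account for it, because without its window the ratio was 3.27, and without the 10 most abundant windows it was 2.92. A few abundant Crick sequences are argued against by the Crick share being higher in the wild-type in 100% of the 87 windows with at least 100 Crick reads (median ratio 3.56), while the ratio of 1.56 with each sequence counted once lies between the bounds of 1.5 and 2, so how far abundant sequences set the size stays open. More breakdown of mature rRNA in the wc-2KO culture stays open: relative to Watson reads of the 50%, 33.3% and 25% of windows with the least coverage, the ratio was 2.05, 1.47 and 1.29. With 1 library per strain, a dependence on WC-2 may be proposed only as an untested hypothesis.

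The search of the chromosomes in wc-2KO found 40 loci, of which 35 had a mismatched last A in at least 20% of single-position reads, and 26 of these lie outside the located disiRNA loci. The 26 are not all separate loci, since some lie a few kb from each other or from a found locus that overlaps a located one. On chromosome VII, for example, 8001 to 13500 follows the found locus from 1 to 7000, which overlaps disi-42. One of the 4 controls also reached 20% (20.6%), 1 lay close to it (19.6%), and the share outside the located regions was 10.4%. The positions of the rest of the 50 loci of the earlier study were not used here, so some of the 26 may be among them; keeping only reads without a mismatch gave 23 loci in place of 40.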

How the results depend on the processing

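The 2 alternatives of keeping only reads without a mismatch and of adding 2500 bp on either side of disi-47, disi-6 and disi-29 were chosen after the data were seen. Of 69 alternatives, 38 left the value within its interval or the count within 1.5 times, 30 moved it and 1 reversed it; the cause was not tested. The small RNA density of disi-47 stayed below the random median under each alternative run and moved only on the Watson strand, from 0.649 to 0.863. The region from d47-5 to the amplicon without a DpnII site went from 0.845 to 1.09 on the Crick strand alone. disi-6 stayed above the random median, at 7.80 with single-position reads, 6.18 with each sequence once, 8.07 at 20 to 24 nt, 6.18 on the Watson strand, 8.66 on the Crick strand, 4.89 without mismatches and 5.21 in the longer region, against 6.59. disi-29 lay on either side of it, at 1.19 with each sequence once, 1.52 on the Watson strand, 0.819 on the Crick strand and 0.744 in the longer region, against 1.02. The interval of that 1.02, 0.894 to 1.15, holds 1, so these values count as moved and not as reversed. Between 9 and 10 of the 11 other loci stayed at or above the 95th percentile. Of 4 controls, am reached it alone (1 control) with single-position reads, with each sequence once, on the Crick strand and with 1000 bp added, against 0. The number of loci found on the chromosomes was 40, and it was 14 at the 98th percentile, 68 with a minority strand of 10%, 11 from 5000 bp, 78 with each sequence once, 62 at 20 to 24 nt and 23 without mismatches. At disi-6 the share of reads that begin with U went from 48.9% to 53.5% at 20 to 24 nt and 66.0% without mismatches, and the Watson share from 42.3% to 39.7% without mismatches and 44.0% with each sequence once. The rDNA share of wc-2KO reads was 90.4% and also 90.4% at 18 to 30 nt, 91.7% at 20 to 24 nt and 21.5% of distinct sequences. Scaling to all reads or leaving out mitochondrial reads multiplies each region and its random regions by the same factor and moves no fold.

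No paired analysis was possible because each strain has 1 library. Scaling by the median ratio of windows, the 2-fold rule of size, the read minimum for gene lists, the region d47-4 to d47-12 and the removal of annotated tRNA were not run, since they need wild-type lines, primers or gene coordinates not used here. At this depth, 96 reads at disi-47 give an interval of 77.8 to 117.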

Differences from the paper's values

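The mean RIP index differs from the paper's by less than its SD in both groups, which are not the same as the paper's. They are 1548 windows chosen by small RNA coverage in place of the whole genome, and 263 windows of located loci in place of 50 loci. None of the 263 came from disi-9, disi-12, disi-29, disi-47 or disi-48. The paper puts the lowest index of disi-6 well above its threshold for RIP. Here the lowest window of disi-6 (0.727) lay just above it, and those of disi-42 and disi-23 below it. The paper states that disiRNA is abolished at disi-47 in the mutant and shows scattered reads in its browser track (Fig. 4D), without a threshold. The located part of disi-47 held 96.0 weighted reads in wc-2KO, 0.649 times the median of random regions, so the reads there are not 0 and lie within the range of random regions (24.4% of them held fewer).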

Other observations

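The tests on disi-47 and the count of single-position reads near disi-6 were chosen only after the result was seen.

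Small RNAs from both strands were abundant at some chromosome ends in wc-2KO, but at neither end of chromosome I did the search find a locus. Of the 40 loci found, 11 lay within 50 kb of an end, a zone that makes up 1.87% of the chromosomes. They are not independent, since on chromosomes II, VI and VII some lie a few kb apart at the same end. Some also overlap disi-23, disi-34, disi-35 and disi-42. Shuffling the windows 100 times gave at most 11 loci in all, but this parts neighbouring windows and does not test location at ends. The highest densities among loci with a mismatched last A outside the located disiRNA loci were 448 reads per kb on chromosome I (7480001 to 7483500) and 435 on chromosome VI (746001 to 749000). At disi-42, which lies at an end of chromosome VII, the density was 747 reads per kb, and 49.1% of single-position reads were on the Watson strand.

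At disi-12, disi-9 and disi-48 the reads of wc-2KO came mostly from 1 strand. disi-12 held 27670 reads per kb with 99.3% of single-position reads on the Watson strand, and 1 sequence at 1 position gave 52787 reads. disi-9 held 673 reads per kb, with 92.1% of single-position reads on the Watson strand, and disi-48 held 66.3 reads per kb with 11.3% on the Watson strand. At disi-6, 48.9% of single-position reads began with U and 47.5% were of 20 or 21 nt, against 28.4% and 33.8% on the chromosomes outside the located regions. Crick rDNA reads carried a mismatched last A in 42.0% of the wild-type and 41.9% of the wc-2KO reads, and Watson rDNA reads in 2.80% and 0.883%.

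The low density of the located part of disi-47 in wc-2KO was set against technical explanations. A division of its reads among several positions is argued against by the undivided reads, which came to 121 at disi-47, or 0.0974 times the density of undivided reads at disi-6. Too few reads in the library is argued against only for a locus as dense as disi-6, at whose density the number expected is 10.3 times the upper bound of the interval at disi-47; at the density of disi-29 it is 1.38 times that bound. The loss of WC-2 stays open as a biological explanation and was not tested, since wild-type reads at the locus were not analysed here.

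A hypothesis was that the deletion of wc-2 leaves a stretch without reads near disi-6, since in NC12 wc-2 (NCU00902) lies 6 protein-coding genes from NCU00911, which Fig. 1C draws at disi-6. The longest stretch without reads within 100 kb was 684 bp (chromosome I, 6080963 to 6081646), between the bounds of 500 and 1000 bp set before it was measured, and 44.2% of 1000 random stretches had a shorter longest gap. The test therefore decides nothing. A window of 2000 bp from 6079368 held 1 single-position read without a mismatch, against a median of 26 in random windows, and 1.56% of random windows held as few; it was picked as the emptiest in the search, which random windows were not.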
